A study of Escherichia coli str. K-12 substr. MG1655 with 6 samples.

How the data were processed

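Footprints were sequenced from 6 libraries of Escherichia coli K-12 MG1655, with 1 library for each of 2 ribosomal fractions in each of 3 strains. Per the labels' protocols, cells were grown at 25 °C to an OD600 of 0.3 in 2 litres of LB medium, chilled and crosslinked with formaldehyde. Lysates were sedimented through sucrose, the pelleted ribosomes were digested with micrococcal nuclease (MNase, which removes unprotected RNA), and the 30S and 70S fractions were parted on a second gradient. Protected fragments of 10 to 80 nt were selected on a gel and made into libraries with a small-RNA kit. The labels mention no molecular identifiers, so PCR copies of a fragment may have been counted more than once. The Wilson intervals and detection floors given here cover counting error only, and the bootstrap intervals cover the spread over genes only. No interval covers variation between cultures or preparations.

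The authors deposited, for each library, a table of raw read counts per gene and 4 tables of read counts near start and stop codons. The gene tables hold 4257 genes with a name, a b-number, a start, an end and a number of reads. The values are whole numbers whose totals differ between libraries, so they were treated as unnormalised counts. The 4 other tables per library give, per the file headers, a count, a footprint length and an offset, separately for the 5' and 3' ends of reads around start codons and around stop codons. The smallest count in them was between 100 and 110 reads, so combinations of length and offset with fewer than 100 reads were left out before deposit. A table from a shallow library is therefore shorter for that reason alone. In the values, the 3' offset equals the 5' offset plus the length less 1 nt, and position 0 was taken as the first nucleotide of the codon. The aligner, counting rule, annotation and genome build are not stated in the labels or headers. The gene coordinates were therefore compared with those of the assembly ASM584v2 by b-number. Of the 4257 genes, 4253 had a match and 4161 of these had the same start and end. The matches were 4171 protein-coding genes and 82 pseudogenes. The 82 pseudogenes and 4 unmatched features were kept out of the main comparisons. Coordinates are given as in the deposited tables, on the single chromosome.

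Samples were grouped by strain and fraction from the labels. With 1 library per group there was no replicate spread within a group, and no replicate could be left out. A test between conditions would have to treat strains or fractions as replicates, and none was run. A test on the reads of 2 libraries compares those libraries, not the conditions. For each gene, reads per 1000000 coding reads (rpm) were computed, with the total over protein-coding genes as the scale. Log2 ratios used a pseudocount of 1 read added to each library before scaling. A gene entered a comparison with at least 100 reads in the 2 libraries together, or in the 4 libraries for a ratio of ratios. The number of genes at least 4-fold different was set beside the number from 20 draws in which binomial sampling at the same depths was the only difference. The median ratio of the ribosomal protein genes (names starting rpl, rps or rpm) was placed among 10000 random lists of equal size, matched on mean expression in 10 classes. Spearman correlations were across genes, which are not independent replicates. Their 95% intervals, and those of medians over genes, came from 1000 bootstrap draws over genes. Shares have 95% Wilson intervals. In the tables of read ends, the main position was the one with most listed reads, and its share was taken within 3 nt either side. The detection floor was 3 reads of the coding total.

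The genes named in the report were set by rule. The genes rbfA and ksgA and the most counted gene were given in every library. For 30S against 70S, the rule took the 3 highest and 3 lowest wild-type ratios among genes with the same sign in all 3 strains. For each mutant, it took the 3 highest and 3 lowest mean ratios over both fractions among genes past the read minimum, and of the same sign, in both. These rules, the designs and most of the alternatives were fixed before the data were examined.

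Analyses used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3. The packages edgeR 4.0.16 and DESeq2 1.42.0 supplied scaling factors for alternatives (trimmed mean of M values, TMM, and median-of-ratios size factors). Their tests were not run. The other alternatives were a pseudocount of 5 reads, totals without the most counted genes (22 genes, from the 10 most counted of each library), read minimums of 20 and 1, thinning to equal depth, all features, windows of 6 nt or of a single position, footprints of 20 to 40 nt, and the 50 most counted genes. The method was tested on simulated counts with the depths of real libraries and 8-fold changes in 200 genes. At the depths of the wild-type libraries, 200 of 200 changed genes and 0 of 1605 unchanged genes were called. At the depths of the 30S rbfA mutant and 30S wild type, 187 of 200 changed genes and 5 of 1473 unchanged genes were called. The simulated changes were placed only in genes with more reads than the main read minimum requires. The shift of scale known from the simulation was subtracted before calling, which real libraries do not allow. The recovery therefore does not cover genes near the minimum, and neither rate covers errors of scale. Of 40 lists without a simulated change, 2 fell outside the central 90% of random lists.

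Coding totals ran from 124287 reads in the 30S rbfA mutant to 1963147 in the 30S wild type, and the detection floors from 24.1 to 1.53 rpm. Reads on ribosomal and transfer RNA, positions of reads within single genes, and messenger RNA levels were not analysed here.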

Results

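Translation complex profiling sequences the messenger RNA fragments protected by ribosomal particles that formaldehyde has fixed in place. The 30S fraction holds small subunits, among them those on messenger RNA before the large subunit has joined. Sedimentation does not part these from other small subunits on messenger RNA. The 70S fraction holds complete ribosomes. The study addressed how translation starts in wild-type Escherichia coli and in strains impaired in assembly of the small subunit. One mutant lacks rbfA, which encodes a small-subunit assembly factor, and the other lacks ksgA, which encodes a methyltransferase of the small-subunit ribosomal RNA. Both fractions were profiled in the 3 strains, giving 6 libraries with 1 library per group. Differences between libraries therefore have no replicate check.

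Depth differed widely. The 30S libraries held 1964182 reads on genes in the wild type, 124397 in the rbfA mutant and 250189 in the ksgA mutant. The 70S libraries held 1666375, 532821 and 682475 reads in the same order. The deepest library was 15.8 times as deep as the shallowest. The median gene had 53 reads in the 30S wild type and 4 in the 30S rbfA mutant, and 24, 9 and 9 reads in the 70S wild type, rbfA mutant and ksgA mutant. The 30S ksgA mutant had a median of 5 reads. At least 100 reads were found on 1645 coding genes in the 30S wild type, 152 in the 30S rbfA mutant and 336 in the 30S ksgA mutant. In the 70S libraries these numbers were 1251, 515 and 652.

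The 10 most counted genes took 14.5% of coding reads in the 30S wild type (95% Wilson interval 14.4 to 14.5) and 17.6% (17.6 to 17.7) in the 70S wild type. The share was 17.5% and 17.2% in the 30S rbfA and ksgA mutants, and 20.0% and 19.1% in their 70S libraries. With 50 genes in place of 10, the share in the 70S rbfA mutant was 54.6%. The most counted gene of the 30S wild type was ompA (b0957, chromosome positions 1019013 to 1020053), with 55430 reads or 2.82% of the total. In the 70S wild type it was acpP (b1094, 1151615 to 1151851), with 48549 reads or 2.91%. In all 4 mutant libraries it was rplL (b3986, 4180560 to 4180925). Its share was 2.94% and 3.38% in the 30S rbfA and ksgA mutants, and 4.32% and 3.69% in their 70S libraries.

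The deleted genes were examined first as a check of the labels. The gene rbfA (b3167, protein-coding, 3312777 to 3313178) had 607 rpm in the 30S wild type (95% Wilson interval 573 to 642) and 365 rpm (337 to 395) in the 70S wild type. In the rbfA mutant it had 169 rpm (111 to 258, from 21 reads) in the 30S library and 33.8 rpm (21.4 to 53.4, from 18 reads) in the 70S library. These were 27.9% and 9.26% of the wild-type values. In the ksgA mutant it had 888 rpm in the 30S library and 664 rpm in the 70S library. The gene ksgA is listed as rsmA (b0051, protein-coding, 51609 to 52430). It had 290 rpm (267 to 315) in the 30S wild type and 237 rpm (215 to 262) in the 70S wild type. In the ksgA mutant 4 reads remained in the 30S library (16.0 rpm, 6.22 to 41.1) and 0 in the 70S library, where the floor was 4.40 rpm. In the rbfA mutant ksgA had 257 rpm in the 30S library and 171 rpm in the 70S library. Each deleted gene was thus lower in its own mutant than in the wild type in both fractions, and reads remained above the floor for rbfA in both libraries of its mutant and for ksgA in the 30S library of its mutant, where the floor was 12.0 rpm.

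**Figure D1:**
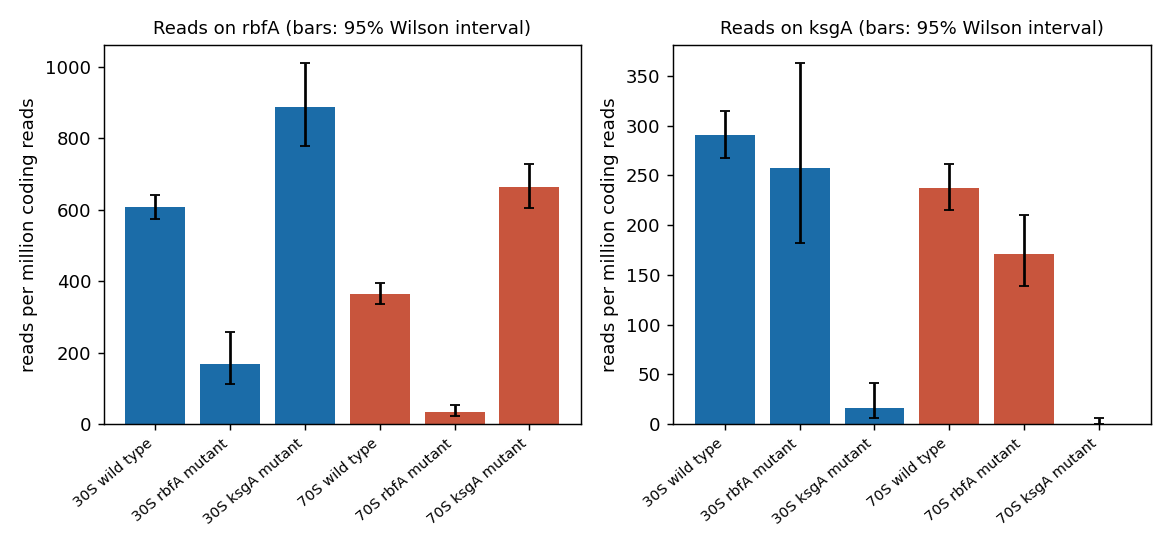
Reads per 1000000 coding reads (rpm) on rbfA (left) and ksgA (right) in each of the 6 libraries, with 30S libraries in blue, 70S libraries in red and 95% Wilson intervals as error bars. Reads on rbfA fell to 169 and 33.8 rpm in the 30S and 70S rbfA mutant, and reads on ksgA to 16.0 and 0 rpm in the ksgA mutant.

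The first comparison asked how footprints on small subunits differ from those on complete ribosomes over genes. Across 1968 genes in the wild type, reads in the 2 fractions had a Spearman correlation of 0.915 (95% bootstrap interval 0.906 to 0.924). It was 0.845 (0.814 to 0.871) over 616 genes in the rbfA mutant and 0.893 (0.872 to 0.912) over 816 genes in the ksgA mutant. Thinning moved the correlations most between the 30S rbfA mutant and the 70S wild type, from 0.632 to 0.480. In the wild type 39 genes were at least 4-fold higher in 30S and 0 were 4-fold lower, against 0 genes in the sampling draws. The rbfA mutant had 0 higher and 3 lower, and the ksgA mutant 2 higher and 0 lower, against 0 genes in the draws for each. The read minimum moved the wild-type number most, from 39 to 486 genes when every gene with at least 1 read was admitted.

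The median log2 ratio of 30S to 70S over all genes was 0.31 in the wild type (0.27 to 0.34), -0.02 in the rbfA mutant (-0.08 to 0.04) and 0.01 in the ksgA mutant (-0.04 to 0.06). These medians depended on the scale. With median-of-ratios size factors they were -0.30, -0.56 and -0.40 in the same order. On that scale 7 wild-type genes were 4-fold higher in 30S and 7 were 4-fold lower. The ratio also fell with mean expression in the wild type, with a Spearman correlation across genes of -0.39.

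The 3 genes with the highest wild-type ratios and the same sign in all strains were yraK, puuC and ycgR. The gene yraK (b3145, 3291341 to 3292432) had 145 reads in the 30S and 5 in the 70S wild type, a log2 ratio of 4.37. Its ratios were 1.10 and 3.45 in the rbfA and ksgA mutants, the latter from 7 reads and 1 read. The gene puuC (b1300, 1362743 to 1364230) had 220 and 12 reads, a log2 ratio of 3.85, with 2.30 and 4.68 in the mutants. The gene ycgR (b1194, 1243793 to 1244527) had 122 and 8 reads, a log2 ratio of 3.54. Its ratio was 1.17 in the rbfA mutant. In the ksgA mutant it was 0.15, a smaller distance from 0 than the move of the all-gene median between scales. The 3 lowest were all short genes. The gene cydX (b4515, 774196 to 774309, 114 nt) had 50 reads in 30S and 151 in 70S, a log2 ratio of -1.81. The ratio was -1.67 for ytfK (b4217, 4439587 to 4439793, 207 nt), from 311 and 844 reads. It was -1.56 for yjeT (b4176, 4404386 to 4404583, 198 nt), from 49 and 124 reads.

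The second comparison set each mutant beside the wild type within a fraction. In the 30S libraries, the rbfA mutant and wild type had a Spearman correlation of 0.719 (0.691 to 0.746, 1696 genes), and the ksgA mutant and wild type 0.826 (0.804 to 0.845, 1725 genes). In the 70S libraries these were 0.698 (0.663 to 0.730, 1420 genes) and 0.823 (0.802 to 0.843, 1446 genes). Among 1696 genes in 30S, 17 were at least 4-fold higher and 126 at least 4-fold lower in the rbfA mutant. The sampling draws gave a mean of 0.5 and at most 2. The ksgA mutant had 5 higher and 83 lower among 1725 genes, against at most 1 in the draws. In 70S, 25 genes were higher and 173 lower in the rbfA mutant, and 4 higher and 97 lower in the ksgA mutant, against 0 in the draws.

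The excess of lower genes in these comparisons varied with the pseudocount and the read minimum. For the rbfA mutant in 30S, a pseudocount of 5 reads gave 24 higher and 45 lower, and a minimum of 20 reads gave 145 higher and 144 lower. In 70S these settings gave 25 higher and 129 lower, and 120 higher and 227 lower. For the ksgA mutant lower genes stayed in excess, with 6 higher and 34 lower, and 24 higher and 120 lower, in 30S. In 70S they gave 4 higher and 73 lower, and 34 higher and 165 lower. With every gene of at least 1 read, the rbfA mutant had 611 higher and 144 lower in 30S and 618 higher and 245 lower in 70S. The ksgA mutant had 147 higher and 120 lower in 30S and 274 higher and 194 lower in 70S. An added read is worth more rpm in a shallow library, and sampling alone at that minimum gave part of these numbers. The draws gave a mean of 268 higher and 3.65 lower genes for the rbfA mutant in 30S, and 79 higher and 5.25 lower for the ksgA mutant. In 70S they gave 81.7 higher and 7.4 lower, and 84.3 higher and 9.75 lower. At a minimum of 20 reads the draws for the rbfA mutant in 30S gave 8 higher and 3.65 lower. The all-gene median was -0.36 and -0.28 for the rbfA and ksgA mutants in 30S, and -0.49 and -0.24 in 70S. For the rbfA mutant in 30S it was 0.012 with a pseudocount of 5 reads and 0.051 with a minimum of 20. With at least 1 read it was 0.52 and 0.034 in 30S and 0.32 and 0.033 in 70S, where the draws had 0.28 and 0.14, and 0.060 and 0.045.

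Within a mutant, the changes in both fractions were similar. Over 1386 genes the rbfA mutant's log2 ratios in 30S and in 70S had a Spearman correlation of 0.855 (0.836 to 0.871), with 89 genes 4-fold lower and 8 genes 4-fold higher in both. For the ksgA mutant the correlation was 0.830 (0.809 to 0.849) over 1417 genes, with 57 genes lower and 0 higher in both. With 1 culture per strain, a difference between cultures would appear in both fractions. The agreement of the fractions is therefore not an independent check of an effect of the mutation. The changes of the 2 mutants correlated at 0.720 in 30S over 1689 genes and at 0.862 in 70S over 1391 genes. Each of these between-mutant values shares a wild-type library, which raises the correlation by itself.

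For the rbfA mutant the rule gave araC, fimA and insG as the highest genes. The gene araC (b0064, 70387 to 71265) rose by 4.77 in 30S and 3.88 in 70S on the log2 scale, from 60.6 to 1666 rpm in 30S. The gene fimA (b4314, 4543115 to 4543663) had log2 ratios of 2.81 and 3.51. The gene insG (b4278, 4502103 to 4503431) belongs to an insertion element, so its reads are uncertain where similar copies exist. It had 0.94 in 30S, from 16 mutant reads, and 4.90 in 70S, from 515. The lowest were ompC (b2215, 2311646 to 2312749), at -4.26 and -5.30 in 30S and 70S, and osmE (b1739, 1821918 to 1822256), at -4.58 and -4.91. The gene rbsB (b3751, 3936278 to 3937168) was at -4.47 and -4.89, with 0 and 3 reads in the mutant.

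For the ksgA mutant the highest were mscK (b0465, 486536 to 489898), at 0.82 in 30S and 2.70 in 70S, and rnpA (b3704, 3884493 to 3884852), at 1.23 and 2.25. The gene yhbE (b3184, 3331770 to 3332735) was at 1.35 and 1.85. The lowest was the deleted gene itself, at -3.86 and -7.34. Next came bfr (b3336, 3466249 to 3466725), at -3.29 and -6.03 from 2 mutant reads in each fraction, and yebV (b1836, 1921780 to 1922016), at -3.70 and -5.45 from 0 mutant reads. With a pseudocount of 5 reads the 30S value of yebV was -1.43.

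The ribosomal protein genes (54 genes) were higher in both mutants than in the wild type. In 30S their median log2 ratio was 0.52 in the rbfA mutant (95% bootstrap interval 0.35 to 0.58) and 0.37 in the ksgA mutant (0.28 to 0.39). In 70S it was 0.73 (0.61 to 0.81) and 0.47 (0.41 to 0.58). In the same order 46, 52, 52 and 51 of the 54 genes were higher. Both mutants were compared with the same wild-type library per fraction. A difference in the state of the wild-type culture would thus appear in both, and it cannot be told apart from an effect of the mutations. Relative to the all-gene median the values were 0.87, 0.65, 1.22 and 0.70. Each median lay at percentile 100 of the 10000 expression-matched lists, as a description of these libraries. The direction was the same with median-of-ratios size factors, where the 4 medians were 0.55, 0.63, 0.70 and 0.52. Between fractions, the 30S to 70S medians were 0.16 in the wild type, -0.10 in the rbfA mutant and 0.08 in the ksgA mutant, at percentiles 100, 96.9 and 100. Size factors turned the wild-type median to -0.44 and the ksgA mutant median to -0.33.

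**Figure D2:**
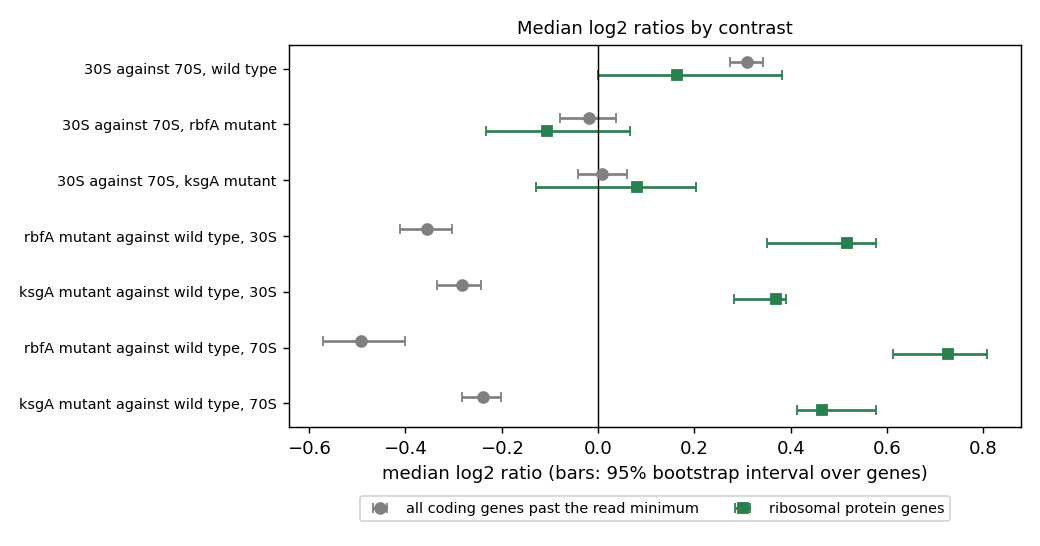
Median log2 ratio in each of 7 contrasts over all coding genes past the read minimum (grey circles) and over the 54 ribosomal protein genes (green squares), with 95% bootstrap intervals over genes. Against the wild type, the all-gene medians lie between -0.49 and -0.24 and the ribosomal protein medians between 0.37 and 0.73, while the 30S against 70S signs of the wild type and ksgA mutant turn negative with size factors.

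The third comparison asked whether the 30S to 70S ratio of a gene differed between mutant and wild type. In the rbfA mutant 39 of 2098 genes had a ratio at least 4-fold higher than in the wild type and 15 a ratio 4-fold lower. Sampling draws with equal gene shares in all 4 libraries gave a mean of 9.4 genes and at most 15. In the ksgA mutant 20 of 2108 genes were higher and 13 lower, against a mean of 2.8 and at most 7. These draws also removed the differences between strains, so a gene low in a mutant had more reads in the draws than in the data. The gene yebV had 0 reads in both rbfA mutant libraries, yet its log2 30S to 70S ratio was 2.10 there and -0.31 in the wild type. The excess over the draws is thus not shown to be beyond sampling. The direction was not stable. When the pseudocount was scaled to each library's total, 31 genes were higher and 58 lower in the rbfA mutant, and 18 higher and 24 lower in the ksgA mutant. After thinning to equal depth, 2 genes remained for each mutant.

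Where footprints lay relative to the start codon was the fourth question. In the 30S wild type the most listed 5' end was 3 nt downstream of the start of the codon, and its window held 14.6% of 236828 listed reads (95% Wilson interval 14.5 to 14.8). In the 70S wild type it was 11 nt upstream, with 15.2% of 108104 listed reads (15.0 to 15.4). The 30S rbfA and ksgA mutants had the same position as the 30S wild type, with 54.6% and 46.6% of listed reads in the window. The 70S mutants had the same position as the 70S wild type, with 25.0% and 19.9%. These shares cannot be compared between libraries of different depth, since the 30S mutant tables listed 11 and 28 combinations of length and offset against 1102 in the 30S wild type. When the deep libraries were held to the relative threshold of the shallowest, the 70S wild-type share was 100%. The 70S position also depended on length. With footprints of 20 to 40 nt alone, the most listed 5' end was at position 3 in all 6 libraries, with 18.1% of those reads in the 30S wild type and 11.1% in the 70S wild type.

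**Figure D3:**
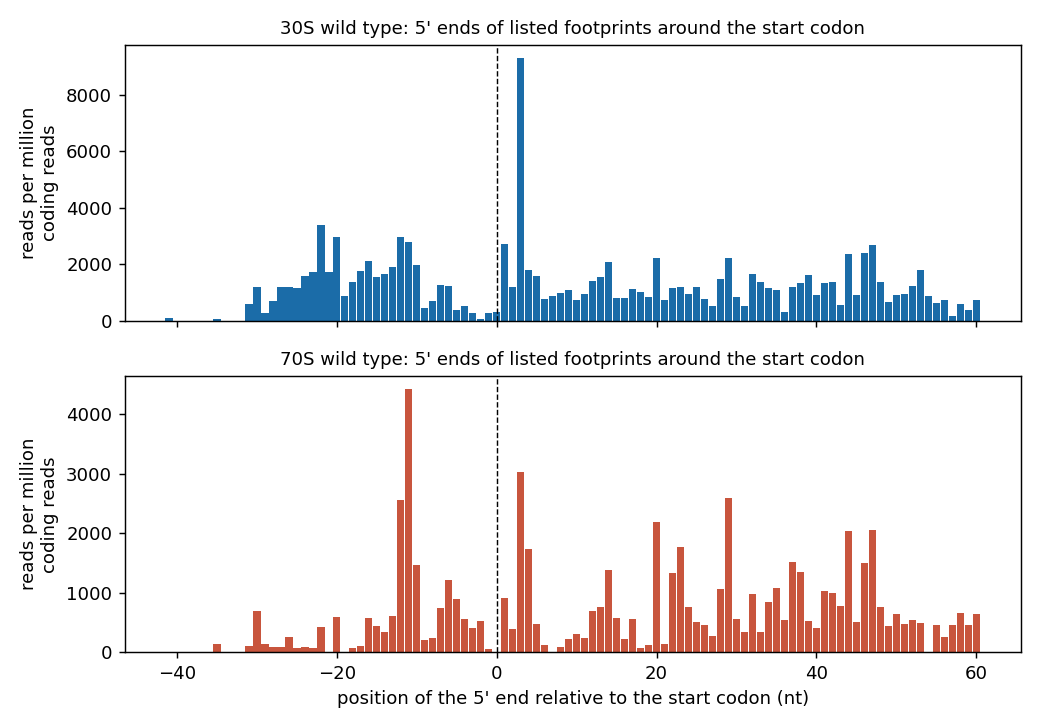
Reads per 1000000 coding reads (rpm) by position of the footprint's 5' end relative to the start codon (nt, dashed line at 0) in the 30S wild type (top) and 70S wild type (bottom), from combinations of length and offset with at least 100 reads. The highest bar is at position 3 in the 30S wild type and at position -11 in the 70S wild type on different vertical scales, and with footprints of 20 to 40 nt alone it is at 3 in both.

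Single combinations do not depend on the truncation where they are listed. The footprint of 40 nt from position -11 to 28 had 1425 rpm in the 70S wild type (1369 to 1484) and 295 rpm (272 to 320) in the 30S wild type. It had 1050 rpm in the 70S rbfA mutant and 1297 rpm in the 70S ksgA mutant. The 30S mutants did not list it, which places it under 805 rpm in the rbfA mutant and under 400 rpm in the ksgA mutant. The footprint of 29 nt from position 3 to 31 went the other way, with 1744 rpm (1686 to 1803) in the 30S wild type and 558 rpm (523 to 595) in the 70S wild type. It had 1649 and 2395 rpm in the 30S rbfA and ksgA mutants and 683 and 912 rpm in their 70S libraries. The footprint of 23 nt from position -22 to 0 had 894, 1094 and 856 rpm in the 30S wild type, rbfA mutant and ksgA mutant. It had 146, 278 and 328 rpm in the 70S libraries in the same order. For these 3 footprints the 30S and 70S values of a strain had separate intervals wherever both were listed. In all, 9 combinations of length and 5' offset were listed in every library.

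Listed footprints near start codons were shorter in 30S than in 70S. The median length was 22 nt in the 30S wild type and 35 nt in the 70S wild type. Footprints of 20 nt or less made up 43.9% (43.7 to 44.1) and 4.99% (4.86 to 5.12) of listed reads, and those of 35 nt or more 10.7% and 52.9%. The medians were 22 and 23 nt in the 30S rbfA and ksgA mutants and 30 and 33 nt in their 70S libraries. The relative threshold moved the 70S rbfA mutant most, to 13 nt, so the mutant medians are uncertain.

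**Figure D4:**
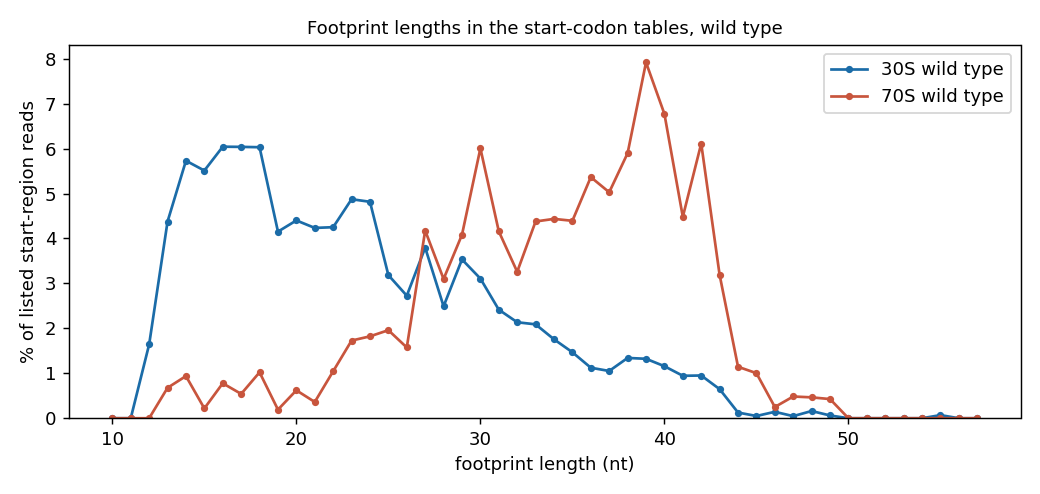
Percent of listed start-region reads at each footprint length (nt) in the 30S wild type (blue) and 70S wild type (red), from combinations with at least 100 reads. The most listed length is 16 nt in 30S and 39 nt in 70S.

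For 3' ends near start codons, the window around the main position held 12.6% of listed reads in the 30S wild type, at position 7, and 15.7% in the 70S wild type, at position 28. In the 30S rbfA and ksgA mutants it held 27.8% and 12.1%, at positions 24 and 59. In both 70S mutants it was at position 59, with 13.9% and 12.6%. Near stop codons, the 5' window held 10.3% at position -4 in the 30S wild type and 17.6% at position -80 in the 70S wild type. In the 30S rbfA mutant it held 36.2%, at position -13. It lay at position -94 in the 30S ksgA mutant and in both 70S mutants, with 22.4%, 32.5% and 22.04%. The 3' windows near stop codons held 8.22% in the 30S wild type at position -63 and 17.6% in the 70S wild type at position -54. They held 41.97% and 14.2% in the 30S rbfA and ksgA mutants, at positions 1 and -43, and 20.2% and 23.5% in their 70S libraries, at positions -63 and -54. Among the stop-region shares, the restriction to 20 to 40 nt moved the 5' share of the 30S ksgA mutant most, to 46.9%.

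The fifth question was whether read numbers grow with gene length, since initiating subunits sit at 1 site per gene. Across genes with at least 100 reads, the Spearman correlation with gene length was 0.048 in the 30S wild type (95% bootstrap interval -0.0036 to 0.103) and 0.035 in the 70S wild type (-0.022 to 0.090). In 30S it was -0.262 in the rbfA mutant (-0.417 to -0.113) and -0.215 in the ksgA mutant (-0.313 to -0.108). In 70S it was -0.107 (-0.195 to -0.014) and -0.083 (-0.162 to 0.0030). The mutant values depended on the read minimum, and with every gene of at least 1 read the 30S rbfA mutant had 0.170.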

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

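The tests of pseudogene reads were chosen before their result was seen. The scaling values for the ribosomal protein genes come from alternatives set in advance.

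The median log2 30S to 70S ratio of the ribosomal protein genes was 0.16 in the wild type and 0.082 in the ksgA mutant, but -0.10 in the rbfA mutant. The median over all genes likewise had opposite signs, at 0.31 in the wild type, 0.0089 in the ksgA mutant and -0.019 in the rbfA mutant. These were singled out because libraries of the strains moved in opposite directions. Each value rests on 1 library per fraction and strain, and the difference was not tested. The 95% bootstrap intervals of the ribosomal protein medians spanned 0 in the rbfA mutant (-0.23 to 0.066) and the ksgA mutant (-0.13 to 0.20). The all-gene median of the rbfA mutant was positive with a pseudocount of 5 reads, at 0.075, and with a minimum of 20 reads, at 0.34. With these settings the wild type had 0.29 and 0.54, and the ksgA mutant 0.070 and 0.23. The ksgA mutant's median was negative after thinning to equal depth, at -0.040, and without the most counted genes in the total, at -0.057. With the scaled pseudocount it was -0.0053. After thinning, the median was 0.29 over 1902 genes in the wild type and -0.097 over 315 genes in the rbfA mutant. Those medians are over different genes, and the wild-type ratio falls with expression, so their gap does not compare the strains. Over the same 2098 genes, the median log2 ratio of ratios, rbfA mutant against wild type, was -0.0016 (95% bootstrap interval -0.029 to 0.041). Thinned, it was -0.10 over 597 genes. With at least 1 read the all-gene medians were 0.68, 0.84 and 0.55 in the wild type, rbfA mutant and ksgA mutant. Sampling draws there gave -0.0025, 0.24 and 0.11. The choice of scale may also account for the signs. With median-of-ratios size factors the ribosomal protein medians were -0.44, -0.65 and -0.33 in the wild type, rbfA mutant and ksgA mutant, all of 1 sign. This shifts every gene of a comparison alike, and the list stayed at percentiles 100, 97.15 and 100 among expression-matched lists. The all-gene medians were -0.30, -0.56 and -0.40 on that scale. With a pseudocount of 1 read and a minimum of 100 reads, the rbfA mutant was lowest on both scales for both quantities. For the ribosomal protein genes the wild type and the ksgA mutant changed places. The all-gene median of the rbfA mutant was not the lowest with a pseudocount of 5 reads or with minimums of 20 and 1 reads. Library preparation cannot be told apart from genotype with 1 library per fraction and strain.

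Pseudogenes and unmatched features lay outside the main comparisons, and had reads above the 3-read floor in every library. In the wild type they had 1035 reads in 30S and 288 in 70S, which is 0.0527% and 0.0173% of reads on genes, a ratio of 3.05. In the rbfA mutant they had 110 and 214 reads, a ratio of shares of 2.20. In the ksgA mutant they had 114 and 124 reads, a ratio of 2.51. Fisher's exact test, two-sided, on the reads of each pair of libraries gave p = 2.26e-74, p = 1.48e-10 and p = 4.08e-12 in the wild type, rbfA mutant and ksgA mutant. Those tests compare the libraries and treat each read as independent. One technical explanation is low expression in general. Across coding genes with at least 100 reads, the wild-type 30S to 70S ratio fell with mean expression, at a Spearman correlation of -0.39. The correlation was -0.069 in the rbfA mutant and -0.093 in the ksgA mutant. In the wild type the median log2 ratio of the 31 pseudogenes and unmatched features with at least 10 reads was 1.76, against 1.24 in expression-matched coding lists. It lay at percentile 99.1 of those lists, so in the wild type low expression accounts for most of the elevation and not all of it. In the rbfA mutant the median was 0.99 against 0.64, at percentile 78.9 from 7 features. In the ksgA mutant it was 1.45 against 0.60, at percentile 95.9 from 5 features. With so few features, the mutants do not settle how much of the elevation low expression gave. Reads shared with intact copies elsewhere in the genome were not tested, because positions of single reads were not used here. A higher share of messenger RNA fragments without ribosomes in the 30S fraction is a hypothesis that these tables leave open.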

How the results depend on the processing

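Alternatives were set before the data were examined, except the pseudocount scaled to each library's total, the relative threshold for the offset tables, the stop table for footprint lengths and the footprints given in rpm, which were chosen after seeing the data. With 1 library per group, no library was left out in turn. An analysis of the fractions paired by strain was not run. Unless a value shows it, the cause of a change was not tested.

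Counts of genes at least 4-fold different changed by more than 1.5 times in 35 of 72 recalculations. The read minimum changed all 9 counts. In the order wild type, rbfA mutant and ksgA mutant, the 30S against 70S counts of 39, 3 and 2 became 234, 40 and 36 with at least 20 reads and 486, 612 and 548 with at least 1 read. Against the wild type, the 30S counts of 143 and 88 for the rbfA and ksgA mutants became 289 and 144 with at least 20 reads, and 755 and 267 with at least 1 read. The 70S counts of 198 and 101 became 347 and 199, and then 863 and 468. The ratio-of-ratios counts of 54 and 33 became 190 and 176, and then 340 and 315. Sampling draws with the same pseudocount, run after seeing the data, gave means of at most 11.65 genes for the 7 comparisons of 2 libraries with at least 20 reads, well under the counts. With at least 1 read their means ran from 28.45 to 272 genes, and in the 6 comparisons other than the wild-type pair most of these were higher in the shallower library. For the ratio of ratios the draws also removed differences between strains. With at least 20 reads they gave 115 and 68.2 genes for the rbfA and ksgA mutants. With at least 1 read they gave 386 and 247, and the rbfA count of 340 was under its mean. In the wild-type pair the draws gave 13.85 higher and 14.6 lower genes, against 483 and 3. In the comparisons of 2 libraries, sampling with this pseudocount thus gave part of the higher genes at 1 read and not all of them.

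Thinning to equal depth lowered the counts against the wild type to 26 and 27 in 30S and to 129 and 58 in 70S, for the rbfA and ksgA mutants. It lowered both ratio-of-ratios counts to 2 and the 30S against 70S count of the rbfA mutant to 1. Fewer genes pass the minimum after thinning. A pseudocount of 5 reads gave 69 and 40 genes against the wild type in 30S for the rbfA and ksgA mutants, and 18 in the ksgA ratio of ratios. The pseudocount scaled to the library total gave 89 in the rbfA ratio of ratios. With TMM the 30S against 70S counts were 16, 7 and 5 in the wild type, rbfA mutant and ksgA mutant, and with size factors 14, 7 and 5. Leaving the most counted genes out of the total kept all 9 counts within 1.5 times.

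The median log2 ratio of the ribosomal protein genes for 30S against 70S reversed with size factors, to -0.44 in the wild type and -0.33 in the ksgA mutant. It moved to -0.65 in the rbfA mutant. Size factors shift all genes of a comparison alike, and the list kept its percentiles among matched lists, at 100, 97.15 and 100 in the wild type, rbfA mutant and ksgA mutant. For the ksgA mutant against the wild type in 30S it moved to 0.63, in the same direction. The other 17 recalculations stayed within the bootstrap interval. Of 120 recalculations for named genes, 113 kept their direction and their side of 4-fold, 6 passed 4-fold and 1 fell short of it, with 0 reversed.

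Spearman correlations between libraries moved in 18 of 45 recalculations. With at least 20 reads, the 30S wild type had 0.749 with the 30S rbfA mutant, 0.868 with the 30S ksgA mutant, 0.945 with the 70S wild type, 0.830 with the 70S rbfA mutant and 0.885 with the 70S ksgA mutant. The 70S wild type had 0.764 with the 30S ksgA mutant, 0.753 with the 70S rbfA mutant and 0.854 with the 70S ksgA mutant. After thinning, the 30S wild type had 0.606 with the 30S rbfA mutant, 0.789 with the 30S ksgA mutant, 0.685 with the 70S rbfA mutant and 0.814 with the 70S ksgA mutant. The 30S rbfA mutant had 0.480 with the 70S wild type, 0.794 with the 70S rbfA mutant and 0.684 with the 70S ksgA mutant. The 70S wild type had 0.668 with the 30S ksgA mutant, 0.649 with the 70S rbfA mutant and 0.802 with the 70S ksgA mutant.

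The correlation with gene length reversed in 6 of 12 recalculations, all in mutant libraries. With at least 1 read it was 0.170 and 0.105 in the 30S rbfA and ksgA mutants, 0.150 and 0.0756 in the 70S rbfA and ksgA mutants, and 0.149 in the 30S wild type. With at least 20 reads it was 0.0198 and 0.0553 in the 70S rbfA and ksgA mutants, and -0.0953 and -0.0129 in the 30S rbfA and ksgA mutants. The 30S mutants thus stayed negative with at least 20 reads, nearer 0, and the 70S mutants did not.

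The share of the 50 most counted genes was 40.0%, 50.2% and 48.7% in the 30S wild type, rbfA mutant and ksgA mutant, and 44.98%, 54.6% and 50.999% in 70S.

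Start-region shares moved in 39 of 46 recalculations and stop-region shares in 33 of 36. Lists of 6 values run through the 30S wild type, rbfA mutant and ksgA mutant and then the same strains in 70S. The main position was found anew under the length and threshold alternatives, and with footprints of 20 to 40 nt it moved from -11 to 3 for the 5' ends near start codons in all 3 of the 70S libraries. For those reads the main position then did not part the fractions. The start 3' position moved from 59 to 24, 25 and 76 in the 30S ksgA, 70S rbfA and 70S ksgA mutants. In the 30S rbfA mutant the stop positions moved from -13 to -49 (5') and from 1 to -18 (3'). The stop 3' position moved from -43 to 4 in the 30S ksgA mutant and from -63 to 18 in the 30S wild type. At the relative threshold the start 3' position moved from 7 to 31 in the 30S wild type and from 59 to 28 in both 70S mutants.

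With a window of 6 nt the shares of start-region 5' ends were 17.6% (30S wild type), 21.3% (70S wild type) and 24.0% (70S ksgA mutant). At the single most used position they were 7.71% (30S wild type), 6.81% (70S wild type), 12.5% (70S rbfA mutant) and 11.3% (70S ksgA mutant). With footprints of 20 to 40 nt they were 18.1%, 85.7%, 62.1%, 11.1%, 14.9% and 15.0%. At the relative threshold of the smallest library they were 85.0% (30S wild type), 63.0% (30S ksgA mutant), 100% (70S wild type), 49.7% (70S rbfA mutant) and 55.1% (70S ksgA mutant).

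With a window of 6 nt the shares of start-region 3' ends were 18.2% (30S wild type), 33.9% (30S rbfA mutant), 21.0% (70S wild type), 15.3% (70S rbfA mutant) and 13.5% (70S ksgA mutant). At the single most used position they were 3.28% (30S wild type), 18.5% (30S rbfA mutant), 4.17% (70S wild type), 7.64% (70S rbfA mutant) and 6.11% (70S ksgA mutant). With footprints of 20 to 40 nt they were 18.1%, 47.4%, 29.1%, 14.2%, 17.6% and 16.6%. At the relative threshold of the smallest library they were 45.2% (30S wild type), 22.5% (30S ksgA mutant), 100% (70S wild type), 49.7% (70S rbfA mutant) and 75.8% (70S ksgA mutant).

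With a window of 6 nt the shares of stop-region 5' ends were 16.7% (30S wild type), 45.5% (30S rbfA mutant), 27.9% (70S wild type), 34.6% (70S rbfA mutant) and 27.6% (70S ksgA mutant). At the single most used position they were 3.29% (30S wild type), 10.7% (30S ksgA mutant), 4.58% (70S wild type), 10.9% (70S rbfA mutant) and 6.78% (70S ksgA mutant). With footprints of 20 to 40 nt they were 17.3%, 39.2%, 46.9%, 18.3%, 43.2% and 28.4%.

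With a window of 6 nt the shares of stop-region 3' ends were 12.3% (30S wild type), 18.2% (30S ksgA mutant), 25.9% (70S wild type), 30.8% (70S rbfA mutant) and 26.8% (70S ksgA mutant). At the single most used position they were 2.63%, 33.5%, 12.7%, 7.51%, 9.17% and 12.4%. With footprints of 20 to 40 nt they were 14.7%, 30.7%, 19.2%, 20.2%, 25.9% and 31.3%.

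In the stop tables the median footprint length was 21, 17 and 17 nt in the 30S wild type, rbfA mutant and ksgA mutant, and 34 and 32 nt in the 70S wild type and rbfA mutant. In the start tables at the relative threshold, the median was 23 nt in the 30S wild type, 40 nt in the 70S wild type, 13 nt in the 70S rbfA mutant and 40 nt in the 70S ksgA mutant. The rpm of the footprints of 29 and 40 nt stayed within their intervals when all features made up the total. Depth limits the mutant offset tables most, since the 30S rbfA mutant lists between 7 and 12 combinations per table.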

Other observations

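The list of sigma S genes was written after some of its members were seen among the lowest genes, and those were left out of the test. The tests of depth, gene length and residual rbfA reads were also chosen after the patterns were seen. The test of the parent strain was chosen before its counts were seen.

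Several of the lowest genes in both mutants, such as osmE and bfr, belong to the response governed by sigma S, the RNA polymerase subunit of stationary phase and stress. A list of 78 such genes was drawn up from general knowledge, and 13 that had been seen were left out. Of the other 65, between 18 and 24 passed the minimum of 100 reads per comparison. Their median log2 ratio was -1.75 in the rbfA mutant and -2.03 in the ksgA mutant in 30S, with 22 of 24 and 21 of 22 genes lower. In 70S it was -2.72 and -2.69, with 18 of 18 genes lower in each. Expression-matched random lists had medians between -0.63 and -0.34, and in all 4 comparisons the sigma S median was at percentile 0. With a minimum of 20 reads, 41 to 51 genes entered and the percentile was again 0. Library depth is a candidate explanation, since the mutants are shallower. After thinning to equal depth, with a minimum of 20 reads applied to the thinned counts, 13 and 20 genes remained in 30S for the rbfA and ksgA mutants, and 28 and 33 in 70S. Their medians differed from the all-gene median by -1.70 and -1.45 in 30S and by -1.96 and -2.06 in 70S. Of these genes 12, 19, 28 and 33 were lower, and each list was at percentile 0, so unequal depth alone leaves the pattern in place. A different parent strain was also considered. If the mutants derived from BW25113, which lacks araBAD, rhaBAD and much of lacZ, those genes would have few or no reads. The 4 mutant libraries held 110 reads on these 7 genes, where the wild-type share would have given 6.14 and 1.60 in the 30S and 70S rbfA mutant and 12.4 and 2.05 in the ksgA mutant. The reads were 34 and 44 in the 30S and 70S rbfA mutant and 19 and 13 in the ksgA mutant. The genes araA and rhaA, which lie in the middle of those deletions, had 10 and 8 of the 110 reads. In the 30S and 70S ksgA mutant araA had 1 and 2 reads and rhaA 0 and 2, all under the 3-read floor. In the 30S and 70S rbfA mutant araA had 4 and 3 reads and rhaA 2 and 4, where the deleted rbfA itself kept 21 and 18. So few reads cannot show that araA and rhaA are present in either mutant. Over the 7 genes together the reads exceeded the wild-type share in each mutant library. Since a deleted gene can keep reads here, the parent strain is not settled. The 2 mutants were each compared with the same wild-type library per fraction, so a wild-type culture that had advanced further towards stationary phase may give the same pattern in both. With 1 culture per strain this cannot be told apart from an effect of the mutations.

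Reads on rbfA persisted in the rbfA mutant, 21 in 30S and 18 in 70S. Relative to the wild type the residual was 27.9% in 30S and 9.26% in 70S, a difference between libraries with p = 0.000939 by an exact binomial test, two-sided, against the reads that the wild-type values would give. Carry-over of wild-type reads into the mutant libraries could leave such a residual. In 30S, equal carry-over would leave equal residual shares in both mutants. The ksgA mutant kept 4 reads on its deleted gene, 5.51% of the wild type, and an exact binomial test of equal shares, two-sided, gave p = 0.000956. Carry-over of any size would leave each gene at least the carried share. In the 30S rbfA mutant ompC kept 5.03% of its wild-type value (95% Wilson bounds 3.48 to 7.26), under the lower bound of 18.2% for rbfA. In 70S ompC kept 2.52% (2.07 to 3.07), under the lower bound of 5.86% for rbfA. Carry-over therefore accounts for at most part of the residual. The gene overlaps its neighbour truB (b3166, 3311833 to 3312777) by 1 nt, at position 3312777. In the 30S rbfA mutant the residual rbfA reads were 63.6% of the truB reads, and in 70S there were 18 rbfA and 47 truB reads. The residual reads are few enough to be reads over the shared position that were counted for both genes. The gene ksgA overlaps pdxA (b0052, 52427 to 53416) in a similar way. The ksgA mutant had 75 pdxA and 0 ksgA reads in 70S, and 37 and 4 in 30S. The 70S values there show no double counting, but a different overlap does not decide the case of truB. The counting rule is not stated, so reads shared with truB remain an open explanation, as does a part of rbfA left in the strain.

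If 30S reads came mainly from 1 start site per gene, the 30S to 70S ratio would be expected to fall with gene length. The reverse was found. At fixed expression the partial Spearman correlation across genes between the log2 ratio and gene length was 0.20 in the wild type, 0.17 in the rbfA mutant and 0.142 in the ksgA mutant. With genes split into 4 classes by expression, the correlation was 0.034, -0.0096 and -0.065 in the highest class, and 0.35, 0.27 and 0.36 in the lowest. A candidate explanation is that the 30S libraries contain reads from the body of genes. By 5' end, the offset tables of the 30S wild type listed 300561 reads near stop codons, 15.3% of its reads on genes. Near start codons they listed 236828, 12.1%. The 70S wild type listed 9.33% and 6.49%, so reads near stop codons were not particular to 30S. The 30S rbfA mutant listed 1225 reads near stop codons and 1692 near start codons, and the 30S ksgA mutant 7980 and 5876. Reads away from the start codon of their own gene were thus present, though some may lie near the start of a following gene. Whether they produce the relation with gene length was not tested, since the gene tables hold no read positions.

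The footprint of 29 nt that starts 3 nt into the gene was listed in all 6 libraries and was higher in 30S than in 70S in each of the 3 strains. In the 30S wild type, position 3 had 9306 rpm over all listed lengths, against 3390 rpm at position -22. No biological explanation was tested for it. Whether it stems from a few genes or many was not analysed here, since the offset tables sum over genes.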
